A study of Mus musculus with 12 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

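Tail DNA of 6 mice from 1 non-irradiated C57BL/6J/Nrs family (C57BL/6 in the labels) was measured by array comparative genomic hybridization (array CGH), in which the DNA of a mouse and a reference DNA carry different dyes and compete for the same probes. The family held a sire, a dam and 4 offspring (F1 mice). Per the study, tails of dams were taken when they were put down after weaning, those of sires and F1 mice when they died naturally. Each mouse had 2 arrays in a dye swap, 1 with the DNA of the mouse in Cy5 and the reference in Cy3, and 1 with the dyes exchanged. The reference DNA came from the same male mouse on all 12 arrays. The labels gave the role of each mouse in the family, and the dye of each DNA was taken from the labels of the 2 channels. The sex of the F1 mice was not in the labels and was not used.

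The arrays belonged to the second screening of the study, with probes placed densely around positions chosen in a first screening that was not analysed here. Per the file headers, the coordinates are those of mouse build mm9, and the spots were extracted with Agilent Feature Extraction 10.7.1.1. The authors deposited scanner files with the intensity of each spot in both channels, already background-subtracted with spatial and multiplicative detrending and scaled between dyes by a linear factor, without lowess. The deposited log10 ratio of red over green was checked against these processed signals, from which it differed by over 0.001 on the log2 scale at 17 to 60 spots per array. The authors also deposited a series table of log2 ratios, which equalled the log10 ratios of the scanner files on the log2 scale within 5.0e-07 after the direction was turned, reference over mouse, and which lacked 74 of the 59030 spots that are not controls. No column of another sample was used.

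From the processed signals, the log2 ratio of mouse over reference was formed on each array. Control spots and spots with a non-uniformity or population outlier flag in either channel were left out. Spots of the same probe were averaged, and each array was centred on the median of its autosomal probes, with no loess. No spot was saturated. The dye-swap arrays of a mouse were treated as 1 replicate.

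A probe was called positive when its log2 ratio exceeded 0.5 in size with the same direction in both arrays of a mouse. The threshold is that of the study's methods, and the condition of the same direction was added here. A region was a run of at least 2 positive probes of the same direction on an autosome, each within 3 probes and 10 kb of the next. Overlapping regions of different mice were merged into loci. An offspring-only region was a region of an F1 mouse in whose span neither parent had a positive probe of that direction. The study's further requirement, that the probe had been positive in the first screening, could not be applied here because the identities of those probes were not used. The chromosome X difference between dam and sire was taken between the medians of the 48 probes on that chromosome. The position of an F1 mouse between its parents was the median over autosomal probes of its distance from the dam divided by the distance of the sire from the dam, at probes where the parents differed by over 0.5 with the same direction in both dye orientations. A value of 0 is the level of the dam and a value of 1 that of the sire. In the main results no test was applied to counts from single mice. Later checks of the F1 mice applied Dixon's gap test and an exact multinomial test to such counts.

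The 4 offspring were compared with the 2 parents at each autosomal probe with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, on dye-swap averages, with Benjamini-Hochberg adjustment over all probes and a threshold of 0.05. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

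Both procedures were tested on simulated data. For the region calls, arrays with the spread of the real ones and independent normal errors were drawn for 54443 autosomal probes, with runs of 4 probes lowered by a log2 ratio of -0.9. Of 500 planted regions 500 were found, with 0 regions elsewhere. These runs were longer than most regions of the real arrays, whose errors are not independent between neighboring probes, so the test does not give the sensitivity for regions of 2 probes. For the comparison of offspring and parents, values of 54226 probes in 6 mice were simulated with the spread of each probe, and 200 probes differed by 1 on the log2 scale between offspring and parents. Of these 198 were recovered, with 9 calls among unchanged probes.

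The arrays lay on 2 slides. Slide 1 held the 4 arrays of the F1 mice with the mouse in Cy3, and slide 2 held the other 8 arrays. For the F1 mice the dye orientation and the slide can therefore not be told apart. A fit to all 12 arrays with dye and slide as covariates and the mouse as a random block (duplicateCorrelation, statmod 1.5.0) was an alternative, as was a fit to the arrays with the mouse in Cy5 alone, which all lay on slide 2.

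Further alternatives were no centring, centring on the mode, normexp background correction with an offset of 50 on the median signals, the values of the deposited series table, keeping spots with outlier flags, restriction to the 52541 probes well above background in the reference channel on all 12 arrays, thresholds of 0.4 and 0.8, a threshold on the mean of the pair, regions of at least 3 probes, a gap of 2 kb or no limit on it, a limit of 0.25 on the size of both parents' mean log2 ratio, a parental difference over 0.8, limma with a trend and robust variances, and leaving out each mouse in turn.

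These alternatives and the rule for the regions named were fixed before the data were examined, except that normexp had been planned on the mean signals and its use on the median signals was chosen after seeing the data. The rule took up to 5 offspring-only regions with the most positive probes and then the larger mean log2 ratio, up to 5 loci positive in a parent and in an F1 mouse, up to 3 loci positive in all 6 mice, and up to 5 probes with the smallest adjusted p in the comparison of offspring and parents. Gene annotation of build mm9 was not used here, so regions are given by coordinates alone. The number of arrays limits the precision of all values.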

Results

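The family examined was a non-irradiated control (0 Gy) of a study on the F1 mice of sires exposed to 20 mGy/day of gamma-rays for 400 days. It consisted of a sire, a dam and 4 F1 mice, each hybridized against the same reference male DNA in a dye-swap pair. Each array carried 62954 spots, of which 3924 were controls. The remaining 59030 spots held 54494 probes, with 54443 on the autosomes, 48 on chromosome X and 3 on chromosome Y. The median distance between the starts of neighboring autosomal probes was 101 bp, and the probes were 45 to 60 bp long. Without replicates of the sire and the dam, their values are those of single mice.

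The quality of the 12 arrays was not uniform. The spread of the log ratio between neighboring probes (derivative log ratio SD) was 0.127 to 0.139 on the 8 arrays of slide 2 and 0.144 to 0.192 on the 4 arrays of slide 1. The median background-subtracted reference signal was 218 intensity units on the Cy3 array of offspring 4, against 714 to 792 on the Cy3 arrays of its siblings. Between 97.3% and 99.6% of the spots were well above background in the reference channel. Across autosomal probes, which are not independent replicates, the 2 arrays of a mouse correlated negatively once turned in the same direction, with r from -0.56 to -0.33. The difference between each array and its pair mean had an SD over probes of 0.146 to 0.184, larger than the SD of the pair mean, which was 0.0871 to 0.115.

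The sex-linked probes were examined first, since they check the labels of the parents and the direction of the ratio. The median log2 ratio of the chromosome X probes was 0.77 in the dam and -0.02 in the sire, a difference of 0.78. With the mouse in Cy5 the medians were 0.75 and -0.01, and with the mouse in Cy3 they were 0.77 and 0.03. The values of the 4 F1 mice were 0.02 ± 0.0018 (SD, n = 4). At the 3 chromosome Y probes the median was -1.18 in the dam, -0.05 in the sire and between -0.11 and 0.01 in the F1 mice. The alternative that moved the chromosome X difference most was normexp correction, which gave 0.64.

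**Figure D1:**
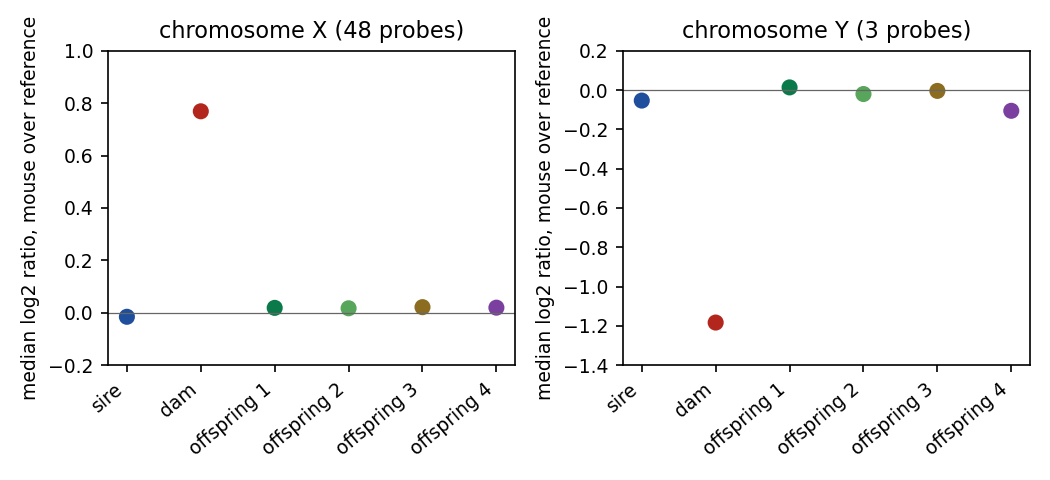
Median log2 ratio of mouse over reference (vertical axis) for each of the 6 mice (horizontal axis) over the 48 chromosome X probes (left) and the 3 chromosome Y probes (right), each point a dye-swap average. The dam stands at 0.77 and -1.18, while the other 5 mice lie near 0.

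The number of positive probes was determined next. The F1 mice had 66.8 ± 41.2 positive autosomal probes (SD, n = 4), with 109, 47, 92 and 19 in offspring 1, 2, 3 and 4. The sire had 106 and the dam had 47, within the range of the F1 mice. Of the 420 positive calls in the 6 mice, 401 were losses and 19 were gains. The mouse channel was not well above background on either array at 122 of the 401 losses, so that the ratio has only a bound there. Probes that exceeded the threshold with opposite directions in the 2 arrays were more frequent than positive probes in 4 of the 6 mice, with 148 in the sire, 108 in the dam and 79, 90, 79 and 188 in offspring 1, 2, 3 and 4. Calling on the mean of the pair moved the number of positive probes per F1 mouse most among the alternatives that raised it, to 198.5, and a threshold of 0.8 lowered it to 7.5.

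**Figure D2:**
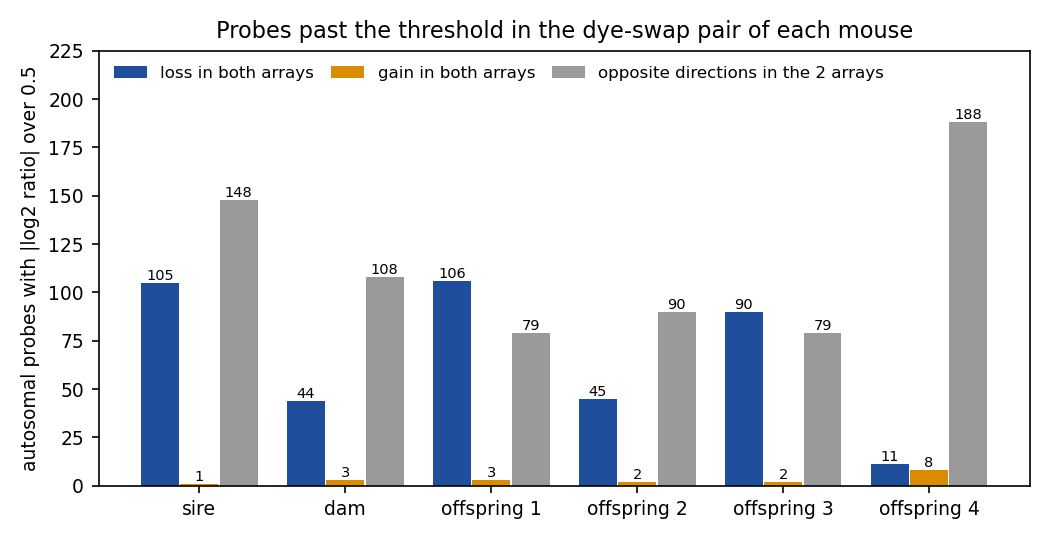
Number of autosomal probes (vertical axis) with a log2 ratio over 0.5 in size in both arrays of a mouse, as loss, gain or opposite directions, for the 6 mice (horizontal axis); bars are counts from a single dye-swap pair. Losses outnumber gains in each mouse, from 11 against 8 in offspring 4 to 105 against 1 in the sire.

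The positive probes formed 27 regions in the 6 mice, all losses. There were 4.75 ± 6.29 regions per F1 mouse (SD, n = 4), with 14 in offspring 1, 2 in offspring 2, 3 in offspring 3 and 0 in offspring 4. The sire had 3 regions and the dam had 5. Without offspring 1 the mean of the remaining F1 mice was 1.67, so that this mouse determined the value. Of the 27 regions 24 consisted of 2 probes and 24 were shorter than 500 bp. In 18 regions the probes overlapped each other, and 12 regions contained a probe whose mouse channel was not well above background on either array. The median region length was 91 bp. Requiring at least 3 probes left 0.25 regions per F1 mouse, 0 regions in the sire and 2 in the dam.

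To see which regions came from the common reference and which were shared within the family, the regions were merged into 24 loci. No locus was positive in all 6 mice, and 21 were positive in a single mouse. A call in a single mouse does not place the other mice at 0. On chromosome 14, positions 53513721 to 53515246, offspring 1 alone was called, but the means of the 6 mice were -0.77 to -0.54. At the loci of the dam on chromosome 3, by contrast, the other mice were near 0. Of the 3 loci found in over 1 mouse, 2 were shared by the sire and an F1 mouse. On chromosome 2, positions 153839399 to 153839459, the sire had a mean log2 ratio of -0.59 and offspring 3 of -0.59. The other F1 mice had -0.50, -0.44 and -0.13, and the dam -0.19. On chromosome 9, positions 81668652 to 81668721, the sire had -1.25 and offspring 1 had -1.23, while offspring 2, 3 and 4 had -1.08, -0.94 and -0.11 and the dam -0.32. Both probes of this locus were not well above background in the mouse channel of the sire and offspring 1, so these values are bounds. No locus was shared by the dam and an F1 mouse or by both parents. When the profile common to the mice was kept and the rest of each mouse was rotated along the genome, 0.82 of 14.1 loci were found in over 1 mouse on average, with a range of 0 to 2 over 100 rotations. The rotated profiles thus gave fewer loci in all than the 24 observed, and the counts in over 1 mouse are not over equal totals.

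The family analysis then asked which regions an F1 mouse had and neither parent had. There were 12 offspring-only regions at 11 loci, with 8 in offspring 1, 2 in offspring 2, 2 in offspring 3 and 0 in offspring 4. All 12 were losses of 2 positive probes, between 74 and 465 bp long, with mean log2 ratios of -1.29 to -0.59. Without offspring 1 there were 4. The same rotations gave 8.83 offspring-only regions on average, with a range of 4 to 15, so the number found was within their range. Over all 6 mice the rotations gave 15.3 regions on average, with a range of 9 to 21, fewer than the 27 observed. Each mouse was rotated by its own distance, which breaks the sharing between parents and F1 mice. The range of offspring-only regions therefore does not tell whether 12 is more than neighbours that deviate together would give.

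The 5 offspring-only regions named by the rule were at 4 loci. On chromosome 6, positions 92265827 to 92265900, offspring 1 had -1.29, while offspring 3 had -1.04 and the sire -0.72. On chromosome 1, positions 23058217 to 23058301, both offspring 1 and offspring 3 were called, with -0.93 and -0.89, offspring 2 had -0.52, the dam -0.34 and the sire -0.07. Both probes of these loci were not well above background in the channel of the called mice, so that the losses there have only a bound. On chromosome 5, positions 20553947 to 20554411, offspring 1 had -0.87 with 1 of the 2 probes not well above background, offspring 3 -0.54 and the sire -0.30. On chromosome 13, positions 88750448 to 88750525, offspring 1 had -0.84, offspring 3 -0.63, offspring 2 -0.54 and the sire -0.42. Offspring 4 was above 0 at all 4 loci, between 0.08 and 0.45.

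Over the 12 regions the median of the mean log2 ratio was -0.30 in the sire, -0.08 in the dam, -0.79, -0.53 and -0.64 in offspring 1, 2 and 3, and 0.23 in offspring 4. In 6 of the 12 regions the called mouse had a probe not well above background in its channel on either array. The ratio of the called mouse has only a bound at such probes. The sire was below -0.25 in 8 of the 12 regions without reaching the threshold in both arrays. With the stricter rule that both parents stay under 0.25 in size, 2 regions were left. These were on chromosome 16, positions 89659462 to 89659593, with -0.71 in offspring 1 and -0.65 in offspring 3, and on chromosome 18, positions 37619830 to 37619936, with -0.59 in offspring 2 and -0.45 in offspring 3.

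**Figure D3:**
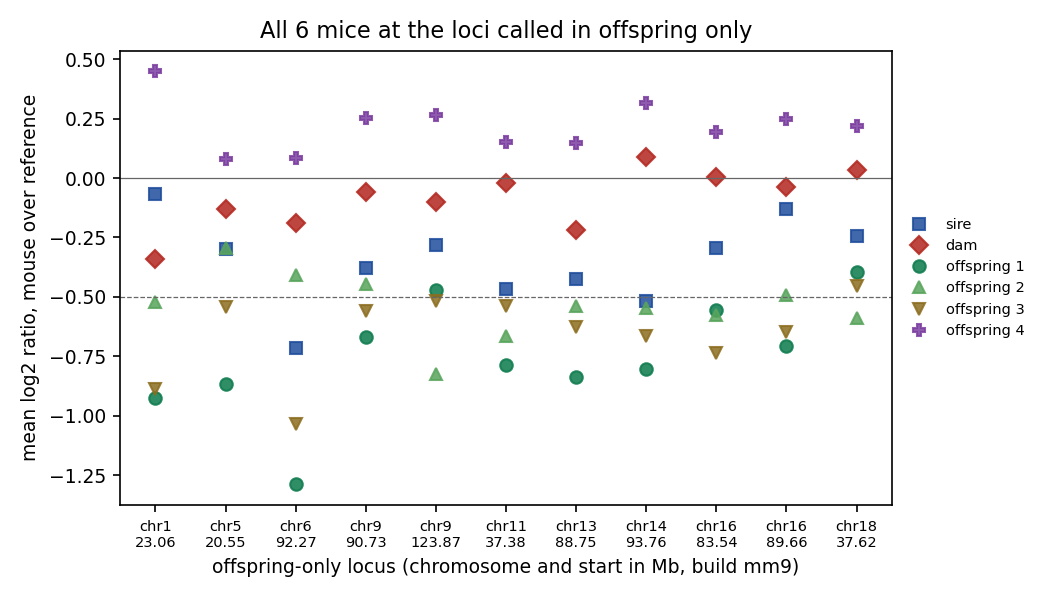
Mean log2 ratio of mouse over reference (vertical axis) in all 6 mice at the 11 loci of the offspring-only regions (horizontal axis, build mm9); each point averages the positive probes and the dye-swap pair, and the dashed line marks the loss threshold of 0.5 in size. Offspring 1, 2 and 3 lie low together, the sire mostly between them and 0, and offspring 4 above 0 throughout.

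Of the 5 regions of the dam, 2 lay close together on chromosome 3, from 25417435 to 25421035 and from 25432682 to 25444229. Over the whole segment of 26795 bp, 6 of 7 probes were low in the dam, with a mean of -1.19 ± 0.591 (SD over 6 probes) and a lowest value of -2.06. The probe between the regions, at 25426614 to 25426658, was unchanged at 0.02. The means of the other 5 mice over the 6 low probes were 0.02 to 0.04. The remaining regions of the dam were on chromosome 8 (67973163 to 67973229, -0.61), chromosome 11 (59716757 to 59716844, -0.97) and chromosome 17 (36331011 to 36331067, -0.92). On chromosome 8 the dam's channel was not well above background on either array. These regions were not in the rule for naming and were chosen after their values were seen.

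**Figure D4:**
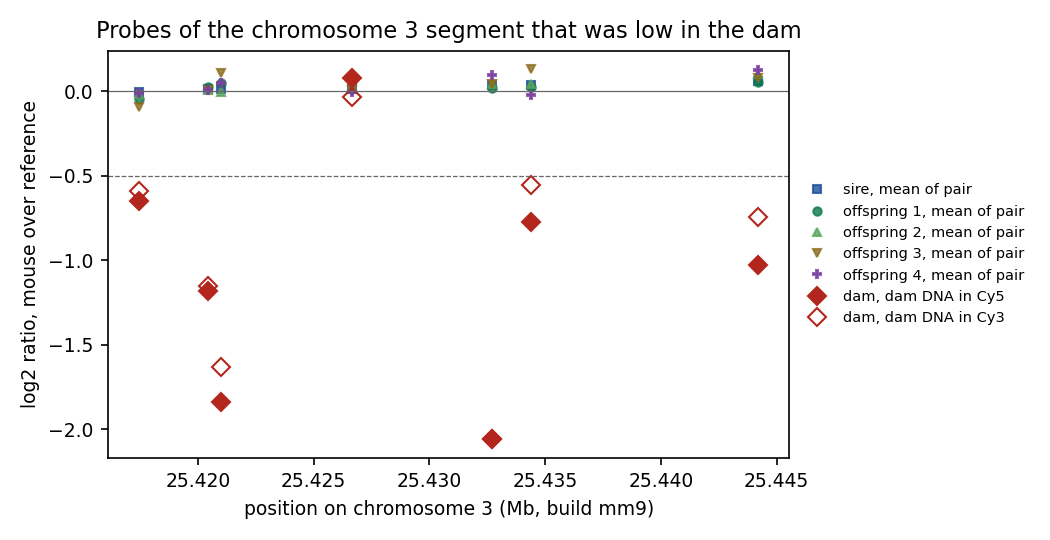
Log2 ratio of mouse over reference (vertical axis) at the 7 probes of the chromosome 3 segment (horizontal axis, Mb, build mm9), with both arrays of the dam and the pair means of the other 5 mice; the dashed line marks the loss threshold of 0.5 in size. The dam reaches -2.06 and is unchanged at a single probe in the middle, while the other mice stay near 0.

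The offspring were next placed between their parents at the 115 autosomal probes where sire and dam differed. The dam was lower at 44 of these probes and the sire at 71. The median position was 0.642 ± 0.253 (SD, n = 4), on a scale from 0 for the dam to 1 for the sire, with 0.847, 0.719, 0.73 and 0.273 in offspring 1, 2, 3 and 4. Over all 115 probes together, the distance of the mean from the midpoint of 0.5 was smaller than the SD between the F1 mice. A split chosen after this value was seen gave different positions by direction. The position was 1.01 ± 0.0412 (SD, n = 4) at the 44 probes where the dam was lower. It was 0.486 ± 0.252 (SD, n = 4) at the 71 probes where the sire was lower. With parents differing by over 0.8 the position was 1.02.

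Finally, the 4 offspring were compared with the 2 parents at 54226 autosomal probes with limma. At an adjusted p under 0.05 there was 1 probe, and 3869 probes had an unadjusted p under 0.05. The probe A_67_P10075414 on chromosome 1, positions 22207705 to 22207764, passed with an adjusted p of 0.0183 in limma. Its reference channel was well above background on 4 of the 12 arrays. The mouse channel was so on 4 of the 8 arrays of the offspring and 0 of the 4 arrays of the parents, so that the level of the parents has only a bound and neither a size nor a direction of the difference is given. At the 6 neighboring probes within 3 probes on either side, the log2 ratio of the offspring differed from that of the parents by -0.06 to 0.07. Of the 15 alternatives 8 changed the count. The largest change came from leaving out the sire, with 35 probes, while 7 alternatives gave 0 probes with limma, beside 3148 to 3912 at an unadjusted p under 0.05. Among these were the fits without the dam, without offspring 1 and without offspring 2. Without offspring 3 there was 1 probe, but not A_67_P10075414, whose adjusted p was 0.0584 there and ranged from 0.0124 to 0.822 over the alternatives that tested it. In the fit to 12 arrays with dye and slide as covariates there was 1 probe, beside 2496 at an unadjusted p under 0.05. With the arrays with the mouse in Cy5 alone 0 probes passed with limma, beside 3321. These 2 fits are not separate checks, since the slide term takes up the F1 arrays with the mouse in Cy3. Both gave the same estimate for A_67_P10075414. The main fit does not separate slide from generation on the Cy3 arrays, as only F1 arrays lay on slide 1. Of the 15 ways to divide the 6 mice into 4 and 2, 3 gave at least 1 probe, and the smallest share this design allows is 0.0667.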

Values the study reported

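The study reported de novo deletions in 7.1% of the F1 mice of the non-irradiated group, 11 out of 156, and in 20.4% of those of the irradiated group, 29 out of 142. It reported 11 deletions in the non-irradiated group and 31 deletions in the irradiated group after quantitative PCR, in a table that leaves out the mice with 4 or more CNVs, in which further deletions were found. Mice with multiple de novo CNVs had 9 to 108 candidates each in its array CGH.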

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

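The tests of small counts, of weak hybridisation of the whole array, of a wider spread of one array and of a trend with probe length and brightness were chosen after the results they bear on had been seen, and the tests of a dim reference at gain and opposite-direction probes and of recurrence on both arrays were changed after their first values were seen. Dixon's gap test for a lone extreme value in a group of 4, at its 95% critical ratio, was applied to 20 quantities of the F1 mice, and 3 of them had such a value, all in offspring 4. Chance marks about 1 in 20 groups. No biological explanation was tested, because the labels give no difference between the 4 F1 mice.

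The median reference signal on the array of offspring 4 with the mouse in Cy3 was 218 intensity units, against 714 to 792 on the matching arrays of its siblings. Weak hybridisation of the whole array is argued against, since the mouse signal on the same array was 422 units, close to the 439 to 448 of the siblings. The labelling or the amount of the reference DNA on this array stays open and was not tested.

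Offspring 4 had 188 probes past the threshold with opposite directions in its 2 arrays, against 79 to 90 in its siblings. A wider spread of the same array is a candidate explanation. That array had 2017 autosomal probes beyond 0.5 in size, against 897 to 1385 on the siblings' arrays with the mouse in Cy3, while its array with the mouse in Cy5 had 640, under the 726 to 931 of the siblings. Whether the dim reference itself was the reason cannot be told apart from the general weakness of dim probes, because 90.4% of these probes lay in the lowest 25% of reference signal in offspring 4 and 90.0% to 96.2% did so in its siblings.

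Offspring 4 had 8 gain probes, against 3, 2 and 2 in its siblings. Chance in small counts may be enough, as an exact multinomial test of the 4 counts against equal shares gave p = 0.151. Of the 8 probes 7, or 87.5%, lay in the lowest 25% of reference signal on its Cy3 array, but by the mean reference signal over all arrays 81.3% of the probes with a loss in any mouse were dim as well, so the dim reference channel remains undecided as a source.

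The dim array as the whole source of the difference between offspring 4 and its siblings is argued against, because part of the deviation recurred on the other array. To share no sibling, the deviation on each of the 2 arrays was taken from a different sibling. Over the 6 such pairs of siblings the deviations of offspring 4 correlated across autosomal probes, which are not independent replicates, with a mean r of 0.174 (0.163 to 0.19), against means of 0.0177, -0.0238 and 0.0825 for offspring 1, 2 and 3. With means per probe length and per class of brightness taken out, the mean r of offspring 4 was 0.105 (0.0798 to 0.133), against 0.0219, -0.0031 and 0.0504 for its siblings, so part of the recurring deviation may follow these properties and the rest stays open. The pair mean of offspring 4 correlated with probe length across probes at r = 0.242, while the other 5 mice had -0.242 to -0.0721. Base composition of the probes was not tested, as probe sequences were not used here. The state of the DNA of this mouse, or a real difference in its genome, remains untested.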

How the results depend on the processing

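The use of normexp on median signals, in place of the mean signals planned, was chosen after seeing the data. Of 116 values under an alternative, 74 kept their size, 42 moved and 0 reversed. The cause of the changes was not tested, except where a rule admits fewer or more probes by its own construction.

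No centring, centring on the mode, the deposited series table and keeping spots with outlier flags moved none of the results by over 1.5 times or beyond the spread between mice, and neither a gap of 2 kb nor no limit on the gap did. For the comparison of offspring and parents, each of the first 4 of these settings gave 1 probe.

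Normexp correction gave 23 positive probes and 1 region per F1 mouse, 0 regions in the sire, 4 offspring-only regions, a chromosome X difference of 0.64, a position between parents of 0.994 and 0 probes in the comparison of offspring and parents with limma, beside 3281 at an unadjusted p under 0.05. Restriction to probes with a bright reference on all arrays gave 36.25 positive probes and 2.5 regions per F1 mouse, 1 region in the sire, 6 offspring-only regions and 0 probes in the comparison, beside 3912 at an unadjusted p under 0.05. Signal over background thus limits the calls: the number of offspring-only regions fell from 12 to 6 when only the 52541 bright probes were used, while the regions of the dam went from 5 to 4.

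A threshold of 0.4 gave 136.75 positive probes and 14 regions per F1 mouse, 13 regions in the sire, 9 in the dam and 19 offspring-only regions. A threshold of 0.8 gave 7.5 positive probes and 0.5 regions per F1 mouse, 0 regions in the sire, 2 in the dam and 1 offspring-only region. A threshold on the mean of the pair gave 198.5 positive probes and 22 regions per F1 mouse, 20 regions in the sire, 8 in the dam, 2 loci in all 6 mice and 33 offspring-only regions. At least 3 probes per region left 0.25 regions per F1 mouse, 0 in the sire, 2 in the dam and 0 offspring-only regions. With both parents under 0.25 in size 2 offspring-only regions were left. With parents differing by over 0.8 the position was 1.02.

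Leaving out each F1 mouse in turn gave 52.7 to 82.7 positive probes and 1.67 to 6.33 regions per F1 mouse, 4 to 12 offspring-only regions and positions of 0.574 to 0.765. The lowest number of regions and of offspring-only regions came without offspring 1. Without each of the 6 mice in turn, the comparison of offspring and parents gave 0 to 35 probes; where a parent was left out, the lone parent was assumed to vary like the other mice. The 35 probes came without the sire, and 0 probes with limma without the dam, without offspring 1 and without offspring 2, beside 3148, 3340 and 3303 at an unadjusted p under 0.05. Without offspring 3 the 1 probe was not the one named above, A_67_P10075414. The fit to the arrays with the mouse in Cy5 gave 0 probes beside 3321 at an unadjusted p under 0.05, limma with trend and robust variances 0 beside 3889, and the fit to 12 arrays with dye and slide gave 1.

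No paired analysis was possible because the replicate number names single mice and no group pairs with another.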

Other observations

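The tests of a shift shared with the sire, of the 2 kinds of deletion in the dam, of sequence shared with chromosome Y and of other divisions of the mice were chosen after the results they bear on had been seen, as were the rotated profiles and the split of the position between parents by the lower parent, and the tests of chance neighbours and of the reference channel were changed after their first values were seen.

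The offspring-only regions were examined for technical sources. Chance neighbours are argued against: with the positive probes of each mouse placed independently over the autosomes, 1000 shuffles gave at most 6 offspring-only regions, and at most 7 when each was moved only within 1 of 100 classes of reference signal, against 12 observed. Neighbours that deviate together are not excluded by this, since 18 of all 27 regions consist of overlapping probes and the rotated profiles, which keep neighbours together, gave 4 to 15 offspring-only regions. Variation of the reference channel as the source is argued against as well. On the 6 arrays with the mouse in Cy5, the SD between arrays of the log2 reference signal at the 22 probes of these regions was 0.414 times that of the mouse signal, and the reference SD of 0.129 was close to the 0.132 of other probes in the lowest 10% of reference signal, whereas the mouse SD of 0.311 exceeded their 0.125. Dim probes remain a candidate source, since the probes of the regions had a median percentile of 3.93 in reference signal and 21 of the 22 lay in the lowest 25%. Against this, 13 of the 22 were well above background in the reference channel on all 12 arrays.

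The regions may also reflect a shift that the sire shares below the threshold. The median of the sire over the regions was -0.30, below the lowest of 10000 random sets of as many probe pairs, which was -0.11. It was also below the lowest of the 100 rotated profiles, which was -0.08. Neither comparison held reference signal fixed, since the random pairs came from all autosomal probes and the rotations moved deviations to other probes. A low ratio of the sire at dim probes is therefore not separated from a shared shift. Offspring 1 was lowest partly by selection, since 8 of the 12 regions were called in it. Offspring 2 and 3, with 2 calls each, were nevertheless below -0.25 in all 12, and offspring 4, with 0 calls, in 0. A loss private to the called mouse does not by itself account for its low siblings. Whether the shift shared with the sire follows the state of the DNA or inherited copies was not tested. The dam's tail was taken at another stage of life than those of the other mice, so the state of the DNA may differ by design. Offspring 4, also sampled at natural death, did not share the low ratios.

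Losses outnumbered gains by 401 to 19. Weak probes are a candidate explanation here too, as the 283 probes with a loss in any mouse had a median percentile of 4.36 in reference signal. Of these probes 83, or 29.3%, were losses in over 1 mouse. In the rotated profiles, which held fewer loss probes (103 to 138), the share was 22.3% on average with a range of 14.0% to 29.3%, so that the observed share lay above all 100 rotations, but only just above the highest of them.

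The opposite directions in the dye-swap pairs may come from dye bias of single probes, since at 84.2% of the 692 such calls all 6 mice had the same dye brighter.

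The losses of the dam behaved unlike those of the other mice. Heterozygous deletions at all of these loci are argued against, because an F1 mouse lay nearer to the dam than to 0 in 2 of 16 pairs of F1 mouse and locus, where 8 would be expected (one-sided exact binomial p = 0.00209), and both were at the locus on chromosome 8, where the sire had -0.34 as well. For a single locus, 4 F1 mice are too few to exclude it. Homozygous deletions on chromosomes 3, 11 and 17 are argued against, because every F1 mouse would then carry a single copy, and their mean over these regions was -0.0029 ± 0.043 (SD, n = 4) against -1.06 in the dam. A candidate explanation that stays open is sequence shared with chromosome Y, which the dam lacks and the reference male has. It would place the F1 mice at the level of the sire wherever the dam is lower, and at the 44 such probes their mean position was 1.01, on the scale from 0 for the dam to 1 for the sire. Any other difference confined to the dam, such as when its tail was taken, gives the same position. At 38 probes with a loss in the dam and the other mice near 0, the 2 channels were compared on the dam's arrays. The median log2 reference signal, centred on the autosomal median, was 1.89, outside the 95% range of random probe sets (-0.50 to 0.53). The dam's signal was 0.38, inside its range (-0.52 to 0.53). This goes with extra copies in the reference male rather than a loss from the usual number of copies in the dam. None of the F1 mice had the low chromosome Y ratio of the dam, and no other mouse without that signal was measured, so the dam as a mouse and the lack of chromosome Y cannot be separated here, and no probe sequence was matched to a genome.

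The losses of the dam bear on other results. Of the 44 probes with a loss in the dam, 38 on 13 chromosomes had a mean of the other mice under 0.25 in size, and these held 30 of the 35 probes that passed in the comparison of offspring and parents without the sire. The position between parents also divided by direction. At the 44 probes where the dam was lower, the F1 mice stood at 1.01 ± 0.0412 (SD, n = 4), at the level of the sire, and these probes had a median percentile of 83.7 in reference signal. At the 71 probes where the sire was lower they stood at 0.486 ± 0.252 (SD, n = 4), from 0.12 to 0.698, with a median percentile of 2.9.

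For the single probe in the comparison of offspring and parents chance cannot be excluded, because 3 of the 15 divisions of the 6 mice gave as many probes and the design allows no share under 0.0667. The division that set the dam and offspring 4 apart gave 32 probes.

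With the threshold on the mean of the pair, 2 loci were losses in all 6 mice, both on chromosome 14. The locus at 53513721 to 53515246 had -0.77 to -0.54 in the 6 mice and the locus at 54173454 to 54181322 had -0.64 to -0.53. A difference carried by the reference mouse may be behind such loci, as all mice were measured against it, and the first of them was called in offspring 1 alone with the threshold on both arrays. The probe A_67_P07959016 on chromosome 13, positions 95707465 to 95707524, was the only probe positive in all 6 mice, with gains of 0.68 to 1.44.

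The counts of offspring-only regions here and the numbers of de novo deletions quoted from the study above are not the same measure, since neither the first array CGH nor quantitative PCR was analysed here. In the study, quantitative PCR rejected most deletion candidates of the non-irradiated group with 2 positive probes in the second array CGH. Of the few such candidates of the irradiated group it upheld most. If the family letters of the study match the labels, its lists of verified changes name no mouse of this family.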
